A study of Homo sapiens with 10 samples. Its data were reported in "Molecular mapping of interstitial lung disease reveals a phenotypically distinct senescent basal epithelial cell population" (2021).

How the data were processed

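RNA was taken from primary normal human bronchial epithelial cells after 5 days with DMSO or doxorubicin at 500 nM, with 5 libraries per group. According to the study's methods, libraries were made with a stranded total RNA kit and sequenced as single-end reads, and the authors filtered and aligned the reads to GRCh38 with HTSeqGenie and GSNAP and kept uniquely aligned reads. The authors deposited raw read counts per gene, whole numbers with no normalization. The settings of the counting step are not stated, so counts of overlapping, antisense and near-identical genes are uncertain. Discarding reads with several alignments lowers the counts of genes with close copies.

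The files held 30727 genes under NCBI Gene IDs, although the methods name a GENCODE gene model. Of these IDs 27814 (90.5%) matched the RefSeq gene table of GRCh38, from which symbols were taken, and 0.340% to 0.362% of a library's counts lay on IDs that did not match. The table of the whole series repeated the 10 files of single libraries exactly. Coordinates and exon numbers are those of the GENCODE canonical transcript on GRCh38, the build the authors used.

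Groups were read from the treatment label. The labels name no pairs or batches, and replicates were numbered within a group only to name them. Genes were kept with edgeR's filterByExpr at a minimum count of 10, which left 15293. Libraries were scaled with TMM, and log2 fold changes were fitted with voom and limma, as in the study's methods, with no covariates. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Mean CPM used TMM-scaled library sizes. In principal components log2 CPM had a prior count of 2. A fold against a group in which every library had at most 3 counts was computed against 3 counts and is a lower bound.

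The text names 33 marker genes, mostly ones the study names, and the 10 highest and 10 lowest log2 fold changes among genes with an adjusted p under 0.05, an average log2 CPM of at least 1 and no overlap between the groups. *MKI67* is in both sets, and 1 of the marker genes is not reported here. The 13 gene lists were the study's epithelial and fibroblast consensus signatures and its squamous signature, and lists of p53 targets, secreted factors of senescent cells, S phase, G2/M phase, interferon, clustered histone and mitochondrially encoded genes and of fibroblast, ciliated and secretory cell markers. Each was tested with camera, two-sided, with a preset correlation of 0.01, and with an exact permutation test of its mean log2 CPM. A few names in the consensus lists matched no gene and were left out. These choices and the alternatives were fixed before the data were examined, except for 1 fit.

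The alternatives were edgeR's quasi-likelihood test, DESeq2's Wald test, sample quality weights, RLE and upper quartile scaling, library totals alone, other count filters, 1 surrogate variable from sva, other thresholds, and fits without each library in turn. For lists they also included camera with estimated correlation, fry, 10000 random lists matched on expression, and members without genes of other lists. A fit chosen after seeing the data took libraries with consecutive title numbers, 1 from each group, as a block. The labels do not state that these libraries belong together, and this pairing rests on the numbers and on deviations from the group means that correlated at 0.53 to 0.60. GC content and transcript length came from GENCODE transcripts and were known for 93.9% of tested genes.

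The pipeline was tested on simulated counts for 15138 genes, with 197 of the changed genes tested. Voom and limma recovered 91.9% with 4 false calls, edgeR 92.4% with 1 and DESeq2 95.4% with 15. In the simulation few genes changed, by the same fold, as many up as down, and no variation was shared between libraries. The real comparison had many more changed genes and deviations shared between the groups, so these rates may not hold for it. Tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, sva 3.50.0, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Totals of 21062134 to 51033760 counts per library set the precision, and reads without molecular identifiers are not independent molecules.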

Results

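Normal human bronchial epithelial cells (NHBEs) are primary airway cells that grow in culture as basal epithelial cells. The study treated them with doxorubicin, a drug that breaks DNA and is used to bring on cellular senescence, a lasting exit from the cell cycle. RNA was sequenced from 5 cultures treated with doxorubicin at 500 nM and from 5 cultures given the solvent DMSO, at 5 days. The comparison between the 2 groups asks which transcripts change in bronchial epithelial cells after this DNA damage. Total counts were between 22248867 and 27385525 in the DMSO libraries and between 21062134 and 51033760 in the doxorubicin libraries. Doxorubicin replicate 3 held 51033760 counts, and the other 4 doxorubicin libraries held at most 26042360. No 2 libraries of a group agreed within sampling noise, with a chi-square per degree of freedom of at least 27.5 for every pair. This cannot show that they came from separate cultures, since separately prepared libraries of the same RNA may also differ by more than counting noise. All 10 were counted as separate samples because they are labelled as such.

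The DMSO libraries had counts for 19253 to 19499 genes, and the doxorubicin libraries for 20360 to 22101 genes. With every library drawn down to 21062134 counts, the ranges were 19019 to 19265 genes in DMSO and 20122 to 20516 genes in doxorubicin, and an exact two-sided permutation test gave p = 0.00794, the smallest value this design can give. The 13 mRNAs encoded by mitochondrial DNA took 1.33% ± 0.246 (SD, n = 5) of the counts in DMSO and 2.76% ± 0.438 (SD, n = 5) in doxorubicin. The groups did not overlap in this share (exact two-sided permutation p = 0.00794).

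The first principal component of log2 CPM (counts scaled to the same library total) held 65.2% of the variance and separated the groups. The second held 16.9% and was wider among the doxorubicin libraries. Spearman correlations across genes were 0.982 to 0.988 between DMSO libraries, 0.923 to 0.987 between doxorubicin libraries and 0.855 to 0.923 between groups. Genes are not independent replicates, so these correlations describe the libraries and carry no test. With the 500 most variable genes, the first component held 71.5% of the variance.

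**Figure D1:**
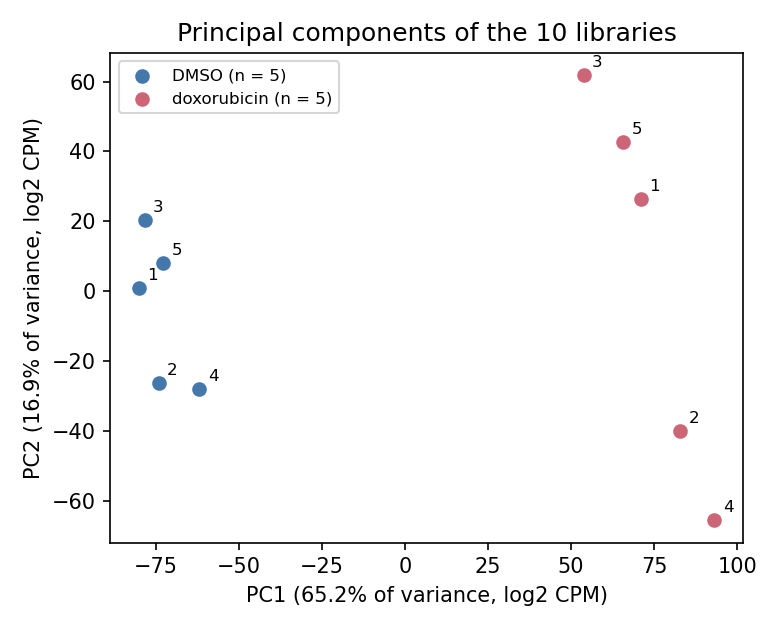
Principal components of log2 CPM of the 15293 tested genes, with PC1 on the horizontal axis, PC2 on the vertical axis, 1 point per library and the replicate number beside it. The 5 DMSO libraries lie between -79.9 and -61.8 on PC1 and the 5 doxorubicin libraries between 53.8 and 93.1.

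Of 15293 genes tested with voom and limma, 1955 were higher and 1449 were lower in doxorubicin at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. With no fold minimum the counts were 4320 higher and 4393 lower. The alternative that moved the higher count most in proportion was Bonferroni adjustment with an average log2 CPM of at least 1, which gave 415 higher and 654 lower. The 5 DMSO and 5 doxorubicin libraries did not overlap in log2 CPM for 1653 of the genes called higher and 1276 of those called lower. Over all tested genes this held for 44.4%, against 0.794% by chance. A change of at least 8-fold in the fit was found for 321 of the genes called higher and 249 of those called lower. In 40 of the genes called higher every DMSO library had at most 3 counts, and in 7 of those called lower every doxorubicin library did, so the fitted fold changes of these genes are not measured folds.

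The lowest log2 fold changes among separated genes belonged to transcripts of dividing cells. *CDC20* (gene ID 991, GRCh38 chromosome 1, 43358981 to 43363203, 11 exons) fell from 190 ± 17.9 CPM in DMSO to 0.743 ± 0.528 CPM in doxorubicin (SD, n = 5), a log2 fold change of -8.36 ± 0.341 (SE, limma adjusted p = 1.02e-07). *KIF18B* had a log2 fold change of -8.57, and *TROAP*, *MYBL2*, *HJURP*, *BIRC5*, *NEK2*, *SPC25* and *UBE2C* lay between -8.05 and -7.57. The falls were clear, but their sizes are uncertain because doxorubicin counts were low. *KIF18B* had at most 15 counts and *SPC25* at most 5 in any doxorubicin library. Over the alternatives *KIF18B* ran from -9.41 to -7.26, and *MYBL2* was as small as -6.01. The proliferation marker *MKI67* (gene ID 4288, chromosome 10, 128096659 to 128126423, 15 exons) fell from 210 ± 64.7 CPM to 1.39 ± 1.34 CPM (SD, n = 5), with a log2 fold change of -8.00 ± 0.596 (SE, limma adjusted p = 2.04e-06). *BUB1* and *LMNB1* changed by -6.49 and -6.91, *E2F1* by -3.83 and *PCNA* by -1.49 on the log2 scale, and all 5 doxorubicin libraries lay below every DMSO library for each of them.

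The 10 highest log2 fold changes among separated genes were low in DMSO. *RPTN*, *TSPAN11*, *CMKLR2*, *CDH10* and *SEMA5B* had at most 3 counts in every DMSO library. Against that floor *RPTN* was at least 483-fold higher, *CMKLR2* at least 70.8-fold, *TSPAN11* at least 60.6-fold, *SEMA5B* at least 58.1-fold and *CDH10* at least 34.0-fold higher. These floors cover counting error only. *RPTN* rested largely on doxorubicin replicate 4, with 248 CPM against 6.42 to 34.2 CPM in the other 4, and its bound was 119-fold without that library. *SEMA5B* rested on doxorubicin replicate 1, and its bound was 30.4-fold without it. *PPP2R2B*, *ALOX5*, *PGLYRP4*, *ADAMTS14* and *PAMR1* had log2 fold changes between 6.21 and 6.84. *PPP2R2B*, *PGLYRP4* and *ADAMTS14* had only 7 to 9 counts in total over the DMSO libraries, so the sizes of their folds are uncertain too. *PAMR1* (gene ID 25891, chromosome 11, 35431823 to 35530300, 11 exons) rose from 0.480 ± 0.452 CPM to 31.2 ± 15.5 CPM (SD, n = 5, log2 fold change 6.21 ± 0.810 SE, limma adjusted p = 9.2e-05). *PAMR1* is also in the study's epithelial consensus list, which was picked in part on these libraries.

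The cyclin-dependent kinase inhibitors differed in how firmly they rose. *CDKN2B* (gene ID 1030, chromosome 9, 22002903 to 22009305, 2 exons) rose from 17.6 ± 7.04 CPM to 193 ± 14.4 CPM (SD, n = 5), a log2 fold change of 3.54 ± 0.247 (SE, limma adjusted p = 1.3e-06). *CDKN1A* (gene ID 1026, chromosome 6, 36676460 to 36687337, 3 exons) rose from 497 ± 129 CPM to 1646 ± 234 CPM (SD, n = 5), with a log2 fold change of 1.74 ± 0.179 (SE, limma adjusted p = 1.72e-05). *CDKN2A* (gene ID 1029, chromosome 9, 21967752 to 21995301, 3 exons), which encodes p16, had 3.14 ± 2.23 CPM in DMSO and 10.99 ± 8.89 CPM in doxorubicin (SD, n = 5). Its log2 fold change of 1.79 ± 0.836 (SE) did not pass the threshold (limma adjusted p = 0.0901), and 3 of 5 doxorubicin libraries lay above every DMSO library. Its adjusted p lay between 0.000553 and 0.192 over the 17 alternatives fixed beforehand under which named genes were compared. It passed under edgeR (0.0487), DESeq2 (0.0104), quality weights (0.0125), 1 surrogate variable (0.000553) and without doxorubicin replicate 4 (0.0276). It also passed, at 0.000135, in a fit chosen after seeing the data that took libraries with consecutive title numbers, 1 from each group, as a block.

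Factors secreted by senescent cells differed in how firmly they rose. *CXCL8* rose with a log2 fold change of 1.56 ± 0.266 (SE, limma adjusted p = 0.000554), and all 5 doxorubicin libraries lay above the DMSO libraries. *IL6* was near the limit of detection, at 0.245 ± 0.134 CPM in DMSO and 1.78 ± 1.28 CPM in doxorubicin (SD, n = 5). Its log2 fold change of 2.53 ± 0.926 (SE) passed the threshold with all libraries (limma adjusted p = 0.0372) and failed it in 8 of the 10 fits that left out 1 library, with a highest adjusted p of 0.0846. Without doxorubicin replicate 4, which had 4 counts, the adjusted p of *IL6* was 0.000769. *CSF2* had a log2 fold change of 2.04 ± 1.38 (SE) and did not pass (limma adjusted p = 0.231). It passed without doxorubicin replicate 4, at 0.0269, and with all libraries under edgeR (0.0218), DESeq2 (0.000934), quality weights (0.0247) and 1 surrogate variable (0.000145), and in the blocked fit (0.0044).

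Markers of basal cells and of squamous differentiation changed to different extents. *LY6D*, *CALML3*, *CLCA2*, *SERPINB3*, *GRHL3*, *SPRR1B*, *LYPD3*, *TP53I3*, *KRT6A*, *IVL* and *NCCRP1* are in the study's epithelial consensus list. That list was picked in part on these libraries for higher expression, so the rises of these genes are not independent evidence. *DSG3*, *DSC3*, *SERPINB5* and *LGALS7B* are not in it. *KRT5* had a log2 fold change of 0.66, *KRT14* of 0.95 and *KRT17* of 1.67, while *TP63* had -0.58 and the epithelial marker *EPCAM* -2.68, each at a limma adjusted p of at most 0.0146. *LY6D* (gene ID 8581, chromosome 8, 142784882 to 142786539, 3 exons) rose from 3.11 ± 0.925 CPM to 81.5 ± 29.7 CPM (SD, n = 5, log2 fold change 4.64 ± 0.445 SE, limma adjusted p = 1.09e-05). *CALML3* rose by 4.15, *CLCA2* by 3.26, *SERPINB3* by 3.15, *GRHL3* by 3.09, *SPRR1B* by 2.56, *LYPD3* by 2.52, *DSG3* by 2.41, *TP53I3* by 1.33, *KRT6A* by 1.22 and *DSC3* by 0.44 on the log2 scale, each with an adjusted p under 0.05. The call for *LYPD3* was lost without doxorubicin replicate 2, at an adjusted p of 0.0507, and that for *SERPINB3* without DMSO replicate 3 or 5, at 0.0606 and 0.0540. *IVL*, *NCCRP1* and *SERPINB5* had log2 fold changes of 2.70, 2.81 and 0.42 and did not reach an adjusted p under 0.05 in the fit without covariates, with limma adjusted p of 0.0578, 0.103 and 0.174. *IVL* and *NCCRP1* passed without doxorubicin replicate 3, at 0.0156 and 0.0298, and with all libraries under edgeR (0.0274 and 0.0154), DESeq2 (0.00523 and 0.000833) and 1 surrogate variable (7.42e-05 and 3.06e-07), and in the blocked fit (2.83e-05 and 0.000206). *SERPINB5* had an adjusted p under 0.05 only with 1 surrogate variable (0.0365) and in the blocked fit (0.00268), at log2 fold changes of 0.35 and 0.395. The near-identical genes *LGALS7* and *LGALS7B* share reads and are uncertain: *LGALS7* fell below the count filter, and *LGALS7B* had a log2 fold change of 1.34 with an adjusted p of 0.533, and 2.10 with 0.00073 in the blocked fit.

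**Figure D2:**
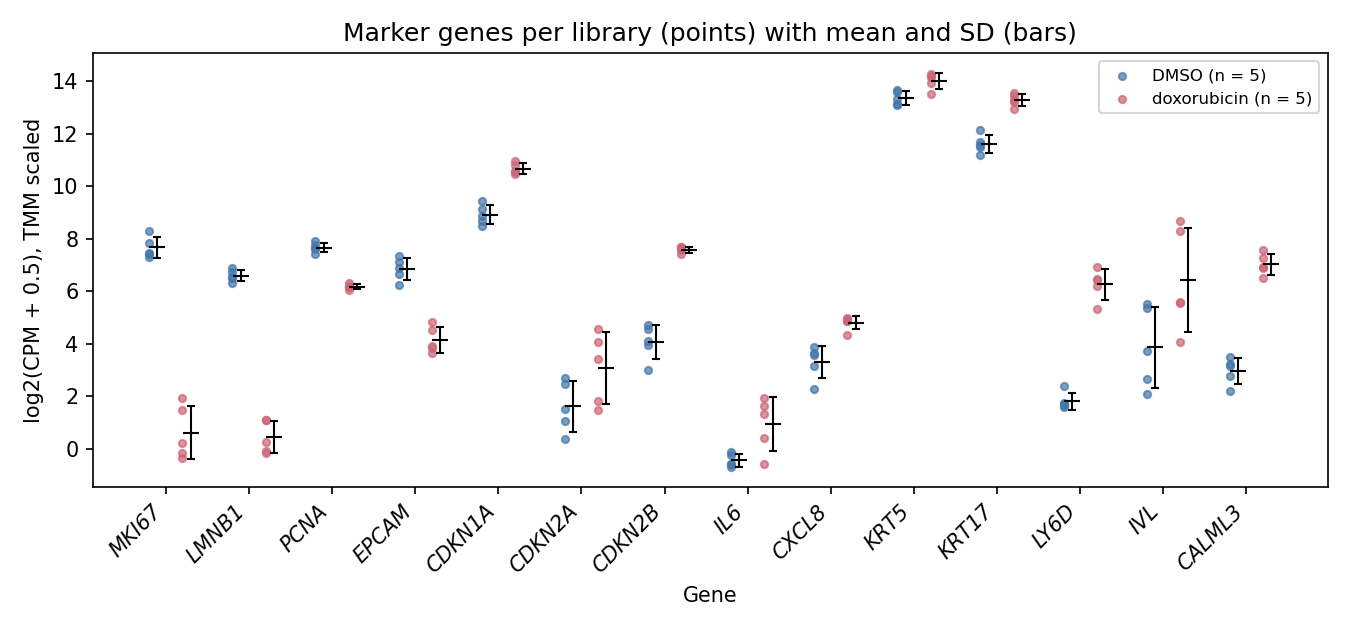
Expression of marker genes as log2(CPM + 0.5) on the vertical axis, with 1 point per library, 5 DMSO libraries on the left and 5 doxorubicin libraries on the right of each gene, and bars for mean and SD of the group. The groups are apart for *MKI67* and *LMNB1* and overlap for *CDKN2A* and *IVL*.

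Lists of genes fixed beforehand were tested with camera, and 9 of 13 were past an adjusted p of 0.05. The lists of S phase and G2/M phase genes were lower, with median log2 fold changes of -3.07 over 43 genes and -4.86 over 54 genes (camera adjusted p = 1.18e-23 and 3.59e-26). In the S phase list 40 genes were called lower and in the G2/M list 48, and the counts adjusted over the list alone were also 40 and 48. The targets of p53 were higher, with a median of 0.91 over 52 genes (camera adjusted p = 2.51e-08), 25 called higher and 1 called lower, and 25 and 1 adjusted over the list alone. The 13 mitochondrial mRNAs had a median of 1.28 (camera adjusted p = 4.18e-06), with 8 called higher and 8 adjusted over the list alone. The list of 10 squamous differentiation genes had a median of 2.75 (camera adjusted p = 0.000152), with 7 called higher and 8 adjusted over the list alone. Of these 10 genes 8 are also in the epithelial consensus list, which was picked in part on these libraries. The rise of the squamous list is therefore not independent evidence. Without genes of other lists its median was 1.42 and it was not called (camera adjusted p = 0.055). Of the 70 clustered histone genes only 17 passed the count filter, which favours genes that rose from low levels. These had a median of 3.68 (camera adjusted p = 1.96e-08), with 16 called higher and 1 lower, and 16 and 1 adjusted over the list alone.

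The exact two-sided permutation test on the mean log2 CPM of each list gave p = 0.00794 for the 2 consensus lists and the squamous, p53, S phase, G2/M phase, histone, mitochondrial and ciliated lists, the smallest value possible and 0.0115 after Benjamini-Hochberg adjustment over the 13 lists. The fibroblast marker list, which camera did not call, had p = 0.0317 in this exact permutation test (adjusted p = 0.0413). The lists of secreted factors, interferon genes and secretory markers had exact permutation p of 0.524, 0.968 and 0.230. All 9 lists called by camera held under fry, and only the 2 consensus lists held with the correlation estimated from the data. The list that moved most under an alternative was histone genes, whose median was 0.94 with no count filter. Secreted factors were called neither way, with a median of -0.17 over 27 genes (camera adjusted p = 0.896), 7 called higher and 6 lower, and 7 and 6 adjusted over the list alone. The interferon list had a median of 0.17 over 24 genes (camera adjusted p = 0.896), with 2 called higher and 6 lower, and the same counts adjusted over the list alone.

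The epithelial consensus list is the study's own signature of senescent epithelial cultures, picked in part on these libraries, so its behaviour here is not independent evidence. Its 223 tested genes all had positive fold changes, with a median of 2.18 (camera adjusted p = 1.14e-29). At a fold change of at least 2, 71 passed with a Bonferroni-adjusted p of at most 0.05 and 204 with Benjamini-Hochberg adjustment, while 211 passed adjusted over the list alone. The Bonferroni count was 176 with DESeq2's Wald test, 142 with 1 surrogate variable and 113 in the fit blocked on title numbers, and it fell to 44 without DMSO replicate 1, 45 without DMSO replicate 2 and 47 without DMSO replicate 3. The study's list from senescent fibroblasts, which used none of these libraries, had a median of 1.61 over 100 tested genes (camera adjusted p = 2.46e-12), with 60 called higher and 1 lower, and 60 and 1 adjusted over the list alone. Of 11 genes in both lists, 11 were called higher. Without these, 49 of the 89 remaining fibroblast genes, or 55.1%, were called higher, against 12.8% of all tested genes.

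Markers of other cell types were sparse. Of 10 ciliated cell markers 5 passed the count filter, with a median of 1.58 (camera adjusted p = 0.0244), 4 called higher and 4 adjusted over the list alone. Of 10 fibroblast markers 4 passed, with a median of 1.90 (camera adjusted p = 0.119, and 0.0371 in the blocked fit), 3 called higher and 3 adjusted over the list alone. Of 10 secretory cell markers 3 passed, with a median of -0.14 (camera adjusted p = 0.896), and 0 were called, also 0 adjusted over the list alone.

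**Figure D3:**
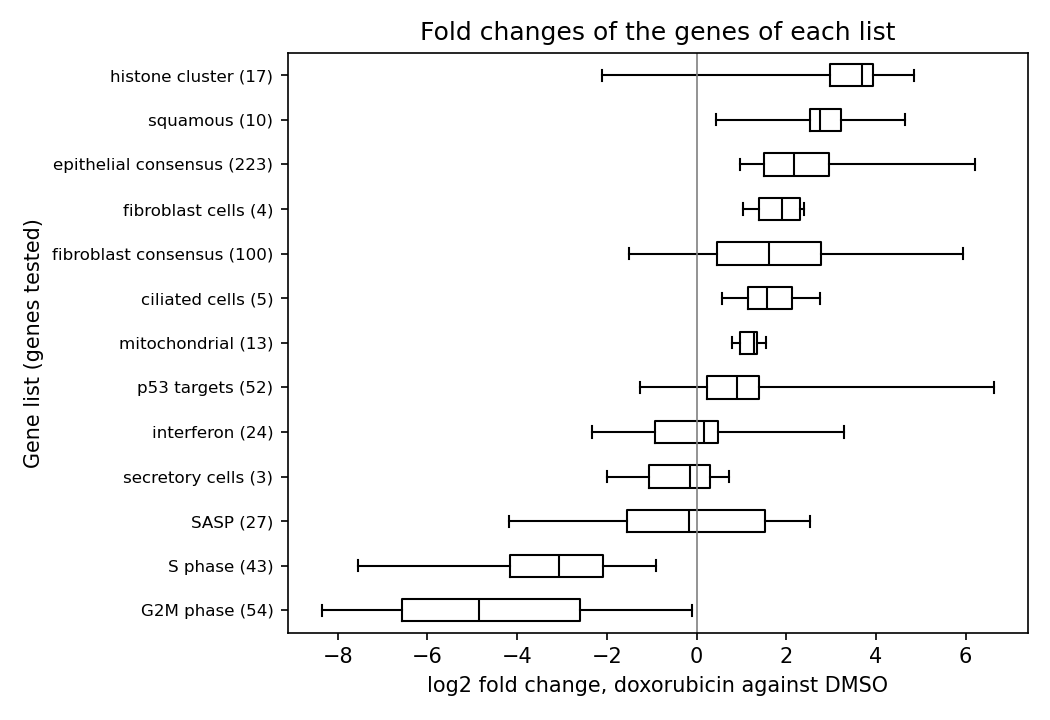
Log2 fold changes, doxorubicin against DMSO, of the tested genes of each of 13 lists, with the number of genes in brackets, boxes for the middle of the distribution, the median as a line and whiskers to the lowest and highest gene. The G2/M phase list has the lowest median, at -4.86, and the histone list the highest, at 3.68.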

Values the study reported

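The study reported 228 genes in its consensus signature of senescent lung epithelial cells, taken from 4 data sets with a fold change of at least 2 and a Bonferroni-corrected P of at most 0.05 in each. It reported 11 genes shared between that signature and its signature of senescent fibroblasts.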

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

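In 10 cases a value stood apart from the other 4 libraries of their group, by a gap to the nearest library that was large against the range of the group. Among 140 groups of 5 values tested, chance alone gives about 7, so 10 is not far from what chance gives. All these values are differences inside a group. The study's methods say that replicates came from different lots of cultured cells, but the labels do not give the lot of a library, so differences between lots stay open and were not tested.

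Doxorubicin replicate 3 had 51033760 counts, against 21062134 to 26042360 in the others. The same library had the lowest *KRT14*, at 2027 CPM against 3976 to 4468 CPM. CPM is scaled by the library total, so depth alone moves no CPM on average. The spread among doxorubicin libraries was wider than among DMSO libraries, and the ratio of the median SD across genes was 1.47 with all libraries and 1.5 without replicate 3 of either group, which argues against the depth of this library as the source of the wider spread. That test was chosen after the spread was seen.

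Of the values, 3 belonged to DMSO replicate 3. Its mean log2 CPM over the p53 target list was 5.36, against 4.99 to 5.07 in the other DMSO libraries, and over the secretory list 3.51 against 2.15 to 2.44. Its *LY6D* was 4.74 CPM, against 2.49 to 2.86 CPM. Each lies in the direction of the doxorubicin libraries for the p53 list and *LY6D* and away from them for the secretory list. Doxorubicin replicate 3, whose title carries the number after that of DMSO replicate 3, had the highest mean of the doxorubicin libraries over the p53 list, at 6.34, and over the secretory list, at 3.49. For *LY6D* it went the other way and was the lowest doxorubicin library, at 39.2 CPM against 72.6 to 121 CPM. The source was not tested.

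In doxorubicin, *CXCL8* was 19.9 CPM in replicate 1 against 28.6 to 31.4 CPM, *RPTN* was 248 CPM in replicate 4 against 6.42 to 34.2 CPM, and *SEMA5B* was 21.6 CPM in replicate 1 against 0.708 to 5.93 CPM. In DMSO replicate 1, *CDH10* was 0.0394 CPM against 0 in the others and *PGLYRP4* was 0.197 CPM against at most 0.0415 CPM. The last 2 values are a few reads at the floor of detection, where a gap of this size has no meaning beyond counting.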

How the results depend on the processing

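The number of genes higher in doxorubicin was 1955 and stayed within 1.5 times of that under 18 of 22 alternatives. It was 3106 with no count filter, where more genes were tested, 4320 with no fold minimum, 415 with Bonferroni adjustment and an average log2 CPM of at least 1, and 648 with limma's treat. The number lower was 1449 and was 4393, 654 and 604 under the last 3 of these. Across the 10 fits that each left out one replicate, the counts ran from 1884 to 2134 higher and from 1408 to 1591 lower. The calls under edgeR's quasi-likelihood test held 96.8% of the genes called, and those under DESeq2 97.2%. With library totals alone the median log2 fold change of all genes went from 0.005 to -0.12, the counts became 1674 higher and 1817 lower, and the share of higher calls went from 57.4% to 48.0%.

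The count of consensus signature genes, 71 with Bonferroni adjustment, was 176 with DESeq2, 142 with 1 surrogate variable and 204 with Benjamini-Hochberg adjustment, and ran from 44 to 69 across the fits that left out one replicate, and the cause was not tested. The share of the first principal component was 65.2%, and 71.5% with the 500 most variable genes and 63.9% with a prior count of 0.5.

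All 19 alternatives kept the calls of the epithelial and fibroblast consensus lists, and the interferon list stayed uncalled under all 19. With camera's correlation estimated from the data, 7 calls were lost, with the medians as before: squamous 2.75, p53 targets 0.91, S phase -3.07, G2/M phase -4.86, histone 3.68, mitochondrial 1.28 and ciliated 1.58, at adjusted p between 0.0966 and 0.240. Estimated correlation widens the null of the test by construction. Against random lists the ciliated list, at 1.58, was not called (adjusted p = 0.0897), and without genes of other lists the squamous list, at 1.42 over its few remaining genes, was not called (adjusted p = 0.055). The fibroblast marker list, uncalled by camera, was called by fry and against random lists, at 1.90, and with no count filter, at 1.48 (adjusted p between 0.00327 and 0.0409), and the cause was not tested. The secretory list reversed to 0.86 with no count filter, and its medians ran from -0.43 to 0.10 across the fits that left out one replicate, with 0.08 without DMSO replicate 3 and 0.10 without doxorubicin replicate 5. The secreted factors ran from -0.387 to 0.015, the latter without doxorubicin replicate 4. Neither list was called under any alternative, so these reversals are changes about 0.

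Named genes were compared under 17 of the alternatives fixed beforehand, which left out the other count filters, Bonferroni adjustment and limma's treat. Of 51 named genes tested, 41 kept direction and side of an adjusted p of 0.05 under all 17, and 0 reversed. Of the 10 others, 5 were weaker in 21 fits and 5 were stronger in 19 fits. With limma's p Bonferroni-adjusted, some of the 41 were not under 0.05, such as *E2F1* at 0.0709 and *PAMR1* at 0.194. *RPTN* lost its call in 5 fits that left out one DMSO library, with an adjusted p of up to 0.0748, and *PGLYRP4* in 4, up to 0.0735. With the fold minimum of 2 counted as well, 10 genes changed call, and *KRT14*, not called in the main fit, was called in 3 fits.

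A replicate block from consecutive title numbers was chosen after seeing the data, since the labels do not state the pairing. It gave 2234 genes higher and 1467 lower, kept 98.2% of the calls, and gave 113 consensus genes. Of the named genes, 5 gained a call (*CDKN2A*, *CSF2*, *IVL*, *NCCRP1* and *LGALS7B*) and 0 lost one. Of the lists, the fibroblast markers became called, at 1.94 (adjusted p = 0.0371), and no other list changed. The secretory score was lower in doxorubicin in every pair, but that list stayed uncalled (adjusted p = 0.831).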

Other observations

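The tests in the paragraphs on depth, spread, shared deviations, fibroblast markers and the scaling and unequal changes of mitochondrial mRNAs were chosen after the results were seen. In 1 of 100 splits of the 10 libraries into 2 groups of 5, the real one, as many genes were called higher as in the comparison of doxorubicin with DMSO. The same number, 1 of 100, held for the genes called lower and for the consensus signature genes. The largest count in 1 direction in another split was 1 gene. Every other split mixes treated and control libraries on both sides, which puts the treatment difference into the spread inside the groups, so low counts of genes there follow in part from the design and are weak evidence. For gene lists the outcome differed: 30 of the 100 splits had at least 9 lists called by camera, and another split had 11, so the number of lists called was not rare among the splits. The other splits also place unequal numbers of doxorubicin libraries on their 2 sides and so carry part of the treatment difference, which means that they are no clean null for the number of lists. After each library's trend with GC content and transcript length was removed, 88.8% of the calls stayed past the thresholds, which argues against these trends as their source.

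The count of consensus genes past a Bonferroni-adjusted p of 0.05 was 71 here. That is lower than the number of genes in the signature quoted from the study above. With Benjamini-Hochberg adjustment 204 of the 223 tested genes passed. The study's methods name that adjustment for its voom and limma fits, while its signature is described with a Bonferroni-corrected P. The methods do not say whether those fits included a block or covariate, so the counts may not rest on the same fit.

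More genes were detected in doxorubicin libraries, and at the same total the difference in means was 1219 genes, which argues against sequencing depth as the source.

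The 13 mitochondrially encoded mRNAs rose, by a mean of 1.16 on the log2 scale. An error in the scaling of a library moves every gene alike, while the median of the 13 lay at percentile 99.99 of random lists of genes matched on expression, which argues against a scaling error. Uniform loss of other RNA would raise all 13 alike. The 13 changes differed from their mean change (exact permutation p = 0.00794, the smallest possible), from -0.37 for *ATP8* to 0.39 for *ND6*, so uniform loss is not the whole source, although it may add to the common part. This permutation test took the place of a count of mRNAs lying over 3 standard errors from the mean change, which was 4 of 13 and had landed on the bound set for it. Loss of RNA from damaged cells, which would spare RNA held in mitochondria and nuclei, stays open: the median log2 fold change of 3 nuclear RNAs was 1.41. They did not move together, with *NEAT1* at 2.23, *MALAT1* at 1.41 and *KCNQ1OT1* at -0.08. *NEAT1* is in the study's list from senescent fibroblasts, so its rise need not mean RNA loss. Without *NEAT1* the others disagree, so these RNAs cannot decide the question. The rise of the mitochondrial mRNAs is therefore not called biological.

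Few histone transcripts were detected, although the labels name a total RNA kit. Poly(A) selection would explain this, and 6 other RNAs without a poly(A) tail had a median of 0.138 CPM in DMSO, which is consistent with such a loss. Discarding reads shared between histone copies would spare the divergent linker histone genes, but 4 of these had a median of 0.104 CPM in DMSO, which argues against that as the source. A further linker histone gene, *H1-2*, named after its values were seen, had 4.46 CPM in DMSO and 57.0 CPM in doxorubicin, above those 4 but also low in DMSO. Of the 17 histone genes that passed the count filter 16 were called higher. For the lowest of them a rise itself can bring a gene past the filter. This does not cover the histone genes with the highest DMSO means, named after their values were seen. *H1-2*, *H2BC12*, *H2BC21*, *H2BC5* and *H2AC6* had 1.3 to 4.46 CPM in DMSO and 29.4 to 57 CPM in doxorubicin. *H2BC9*, at 1.66 CPM in DMSO, fell to 0.407 CPM. Those that rose are in the epithelial consensus list, which was picked in part on these libraries. Among the 53 histone genes that did not pass the filter, 23 had a higher mean in doxorubicin, 20 a lower mean and 10 no counts. No direction is therefore given for the family.

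Libraries whose titles carry consecutive numbers, 1 from each group, deviated together from their group means across 15293 genes, with correlations of 0.53 to 0.60, against at most 0.21 for the 20 other pairings. Genes are not independent replicates. Of all one-to-one matchings of the libraries, 1 had a mean correlation as high, the one seen. With all libraries drawn down to one total the mean correlation was 0.56, against 0.57, which argues against depth. A candidate explanation is a cell lot or culture shared by the 2 libraries. The study's methods mention different lots between replicates, but the labels do not say which libraries share one, and this stays a hypothesis. With these pairs as a block, a fit chosen after seeing the data, *CDKN2A*, *IVL* and *NCCRP1* had adjusted p of 0.000135, 2.83e-05 and 0.000206, and 113 consensus genes passed Bonferroni adjustment. The calls that this fit adds depend on the pairing. A fit with 1 surrogate variable was chosen beforehand and took out variation inside the groups. In it *CDKN2A*, *IVL* and *NCCRP1* had limma adjusted p of 0.000553, 7.42e-05 and 3.06e-07. *SERPINB5*, with a log2 fold change of 0.35, had 0.0365, and 142 in place of 71 consensus genes passed Bonferroni adjustment. The surrogate was estimated from these counts and had the same sign in both libraries of every such pair. The surrogate fit and the blocked fit are therefore not independent support for each other.

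Fibroblast markers were higher in doxorubicin. Of the 10 markers 4 passed the count filter, which argues against fibroblasts as a large part of the cultures. A count filter cannot exclude a small share of them. *COL1A1* was at 140 CPM in doxorubicin and *FBLN1* at 200 CPM, but *COL1A2* was at 2.89 CPM, *DCN* at 0.583 CPM, *COL3A1* at 0.343 CPM and *LUM* at 0.0656 CPM, all abundant in fibroblasts. Every marker of the list but *PDGFRB* did have a higher mean in doxorubicin, the part of the pattern that fibroblasts would also give. In any library *TCF21* had at most 1 count, *LUM* at most 6 and *PDGFRB* at most 5, so the directions of these carry no weight. The mean of *DCN* went from 0.0403 to 0.583 CPM, *PDGFRA* from 0.225 to 0.692 CPM and *FBLN1* from 66.4 to 200 CPM. *PDGFRB* went from 0.11 to 0.0536 CPM.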
